A study of Danio rerio with 9 samples. Its data were reported in "Serum lipoprotein–derived fatty acids regulate hypoxia-inducible factor" (2021).

How the data were processed

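Total RNA from pooled zebrafish larvae was measured on 9 single-colour Agilent zebrafish expression arrays. Per the labels, larvae at 5 days after fertilization were kept for 24 h with DMSO at 0.05%, U18666A at 2 µM or Lalistat at 25 µM. Each RNA sample came from 4 larvae, and each of the 3 treatments was run on 3 clutches from different parental pairs, which gave 3 arrays per group. Groups and replicate numbers were taken from the sample titles. The study's figure legends name another share of DMSO and, for U18666A, fewer replicates than the labels; the labels were followed here.

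The deposited values are intensity values of Cy3 from Agilent Feature Extraction (version 10.7.3.1 per the file headers), 1 scanner file per array. The deposited processed intensity of a spot had been corrected for background and for gradients across the array by that software, with surrogate values for spots not above background, and had not been normalized between arrays. The table of values for the whole series was compared spot by spot with the scanner files: it equals the deposited median spot intensity in 100% of spots, so it is neither background-corrected nor normalized. The study's methods name the limma package for differential expression of probes and state no normalization, block or threshold for these arrays.

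Each array holds 45220 spots, of which 43803 are not controls; these carry 43603 probes. Spots marked as non-uniform or population outliers (2 to 17 per array) were left out, spots of a probe were averaged on the log2 scale, and no spot that was not a control was saturated. The log2 of the deposited processed intensity minus the 75th percentile of the same array was the value analysed, so that every log2 value below is relative to that percentile. A probe was tested if it was well above background on at least 3 of the 9 arrays and had at least 2 unmarked values in every group. This left 41024 probes. As a measure of depth, 80.9% to 94.6% of spots per array were well above background, the median coefficient of variation between replicated spots of a probe was 4.77% to 6.75%, and 1.13% to 5.52% of spots carried surrogate values. The number of arrays limits the precision: 3 arrays against 3 allow an exact permutation p of 0.1 at the smallest, so no p was taken from such a test; counts over other splits of the arrays are given apart, only as whether they can exclude chance.

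Probe names were brought up to date with the RefSeq gene table of assembly GRCz12tu, which was used for names only. An accession in the file matched for 25258 probes, an NCBI gene identifier for 1335, the file's symbol for 2551 and a synonym for 1605. The file's own name was kept for 11115 probes and another accession for 1739. Positions are those in the scanner files (build danRer6, Zv8); the files state no exon or untranslated region for a probe. The value of a gene was the mean of its tested probes, and 25530 genes were tested.

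The tests were run in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided), on a fit of 3 group means to all 9 arrays without a block, with Benjamini-Hochberg adjustment over all probes or genes and a threshold of 0.05. The contrasts were Lalistat against DMSO, U18666A against DMSO and Lalistat against U18666A. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 27 tests (9 lists in 3 contrasts). In camera the question is whether a list changed more than the other genes. The alternative fry asks whether the genes of a list changed from 0, whatever the other genes did. A call kept or lost under fry therefore answers that other question. The lists were written from general knowledge of each pathway: targets of the hypoxia-inducible factor (HIF), sterol synthesis genes under SREBP2, fatty acid synthesis genes under SREBP1, targets of the liver X receptor (LXR), lysosome, fasting and FOXO, glucocorticoid response, sarcomere and xenobiotic response. Single genes of a list were also adjusted over the list alone. The tests, lists and alternatives were fixed before the data were examined, except where the text says otherwise. Figures were drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

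The rule for naming genes was also fixed beforehand. It took, for each compound against DMSO, up to 5 probes in each direction by size of change among those past the threshold and changed alike in all 3 clutches, or the 5 with the lowest p where none passed. It added igfbp1a, irs2a, hmgcs1, npc1 and lipa, and up to 8 genes of the HIF and sterol lists that passed over the list alone. lipa was not analysed here, and the only probe of npc1 was well above background on 1 of the 9 arrays and was therefore not tested.

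The replicate numbers pair the samples. Per the labels the 3 replicates are 3 clutches, and the arrays of a number lay on 1 slide and in 1 scan run. Deviations from the group means correlated at 0.33 to 0.68 over the 9 pairs of arrays with the same number and at -0.49 to 0.14 over the 18 pairs with different numbers. Clutch, slide and scan run therefore enter together as a block in the paired alternative. The position on the slide was the same for all arrays of a treatment, so position and treatment cannot be told apart.

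The limma step was tested on simulated data for Lalistat against DMSO, with 200 of 40989 probes changed. With independent spread it recovered 55.5% of them at 7 false calls. With the clutch differences kept it recovered 43.5% at 1 false call without a block and 67.5% at 11 false calls with the clutch as a block. A list of 40 genes shifted by 0.5 on the log2 scale was recovered, and 0 of 100 random lists were called. These lists were drawn at random, with noise independent between probes. Genes of the real lists can vary together, with an estimated correlation of 0.40 for the sterol list and 0.55 for the sarcomere list. The simulation therefore does not measure false calls of camera for such lists.

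Alternatives fixed beforehand were normexp background correction of the mean spot signal (offset 50), quantile normalization, median scaling, the series table, no filter on dim probes or a filter on all 9 arrays, the clutch as a block, only the 6 arrays compared, eBayes with trend and robust options, arrayWeights, keeping marked spots, leaving out each array in turn, other thresholds, gene-level means, fry, camera with an estimated correlation and the brightest probe of a gene. A normexp correction with bright local backgrounds replaced was chosen after seeing the data. Arrays of other exposures in the study were not analysed here.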

Results

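Expression was profiled in zebrafish larvae exposed to 2 compounds that act on the lysosome at different steps. Lalistat inhibits lysosomal acid lipase, the enzyme that releases cholesterol and fatty acids from lipoprotein lipids. U18666A is a cationic sterol that blocks export of cholesterol from the lysosome through NPC1. Comparing both with the vehicle DMSO asks whether HIF, the transcription factor of the hypoxia response, responds to loss of both lipids or cholesterol alone. SREBP targets are the readout of cholesterol supply, and the arrays do not measure the lipids themselves. The data are 9 arrays, 3 each for DMSO, U18666A and Lalistat after 24 h, with 1 array per treatment from each of 3 clutches.

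The 75th percentile of the processed intensity ranged from 124 (Lalistat replicate 1) to 281 (DMSO replicate 2). The share of spots well above background was 80.9% on Lalistat replicate 1 and 89.4% to 94.6% on the other arrays. Scaled profiles correlated at 0.932 to 0.979 between arrays of one treatment and at 0.957 to 0.987 between arrays of one clutch, and the first principal component held 36.6% of the variance.

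For Lalistat against DMSO, limma called 0 of 41024 probes (smallest adjusted p 0.0630). At unadjusted p under 0.05 there were 2635 probes (6.42%), of which 907 changed at least 2-fold, 349 higher and 558 lower. The fit with the clutch as a block called 22 probes, 15 higher and 7 lower. At the adjusted threshold, leaving out an array moved the count most: without DMSO replicate 3 it was 120 (9 higher, 111 lower), and without any other array of the 2 groups it was 0. The eBayes fit with trend and robust options called 2 probes, as did the values of the series table, and the stricter filter on dim probes gave 7, while arrayWeights and gene-level means called 0. Of the 907 probes, 38.5% were higher; under normexp correction this share was 19.4% of 536 probes. It also depended on single arrays, from 20.0% without DMSO replicate 3 to 64.1% without DMSO replicate 2. The median log2 change of all probes was 0.06, and it was 0.35 under normexp (0.35 for Lalistat against U18666A as well, where it was 0.04 without it), 0.12 with the series table and 0.11 under normexp with bright local backgrounds replaced.

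The 5 probes with the lowest p for Lalistat against DMSO did not pass the threshold, and all moved alike in 3 of 3 clutches. The fkbp5 probe (chromosome 6, 44678470 to 44681790) was higher by 2.49 ± 0.23 (log2, SE, n = 3 per group; adjusted p 0.0630, with the clutch as a block 0.0242). The cdca7a probe (chromosome 9, 3103228 to 3103287) fell by 1.83 ± 0.19 (adjusted p 0.0676, block 0.0425). The hif1al probe, whose gene the file describes as similar to the HIF 1 alpha subunit (chromosome 15, 25745432 to 25745491), was higher by 1.49 ± 0.18 (adjusted p 0.0833, block 0.0451). Probes of klf9 (chromosome 5, 24049778 to 24049837; 1.99 ± 0.23) and hsd20b2 (chromosome 5, 36884237 to 36886177; 1.78 ± 0.22) had adjusted p 0.0833 without and 0.0513 with the block. Another klf9 probe, left out of the 5 because each gene was given by its probe with the lowest p, was higher by 2.01. Its adjusted p was 0.0833 without and 0.0425 with the block. The 2 probes called with trend and robust options, and with the series table, were those of fkbp5 and cdca7a. All 5 passed without DMSO replicate 3, at adjusted p of 0.0342 (fkbp5) to 0.0402 (hsd20b2). They also passed under the filter on all 9 arrays.

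The HIF target list (51 genes tested) was higher after Lalistat than after DMSO (camera adjusted p 9.17e-06). Its median log2 change was 0.20, against 0.08 for all genes, with 39 genes higher and 12 lower. Its median was higher in 3 of 3 clutches, by 0.16 to 0.26. A change of the list from 0 was called by fry (0.000849). The difference from other genes held in camera with an estimated correlation (0.00753). Normexp correction moved it most and took it across the threshold (0.574), while normexp with the bright local backgrounds replaced did not (1.59e-05). With the clutch as a block camera gave 0.000208, and 0.0625 when the correlation was estimated as well. No gene of the list passed over all genes; adjusted over the list alone, 6 passed, all higher in 3 of 3 clutches, and 8 passed with the block. The 6 were hif1al (1.42 ± 0.17, 4 probes), irs2a (1.14 ± 0.18), igfbp1a (1.98 ± 0.34, 3 probes), pfkfb4b (1.28 ± 0.22), ndrg1b (1.08 ± 0.24) and ndrg1a (0.75 ± 0.21). For ndrg1a the list-alone p was 0.0493, and it passed in 1 of the 6 fits that left out an array (0.0728 without DMSO replicate 1, 0.123 without DMSO replicate 2, 0.145 without DMSO replicate 3, 0.139 without Lalistat replicate 1, 0.0894 without Lalistat replicate 3). Under normexp correction irs2a, ndrg1b and ndrg1a did not pass, with list-alone p of 0.141, 0.142 and 0.153. With only the 6 arrays compared, ndrg1b (0.0533) and ndrg1a (0.142) did not pass, and without a filter on dim probes ndrg1a did not (0.0551).

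The genes of igfbp1 and irs2, used as HIF targets in the study, had these levels. Scaled igfbp1a (chromosome 20, brightest probe at 5148772 to 5148831) was -0.20 ± 0.46 (SD, n = 3) in DMSO, -0.27 ± 0.33 in U18666A and 1.78 ± 0.59 in Lalistat. Scaled irs2a (chromosome 1, 24250503 to 24263226) was 1.88 ± 0.26, 1.88 ± 0.09 and 3.02 ± 0.10. The list-alone adjusted p against DMSO was 0.00331 (igfbp1a) and 0.00304 (irs2a) after Lalistat and 0.994 for both after U18666A.

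**Figure D1:**
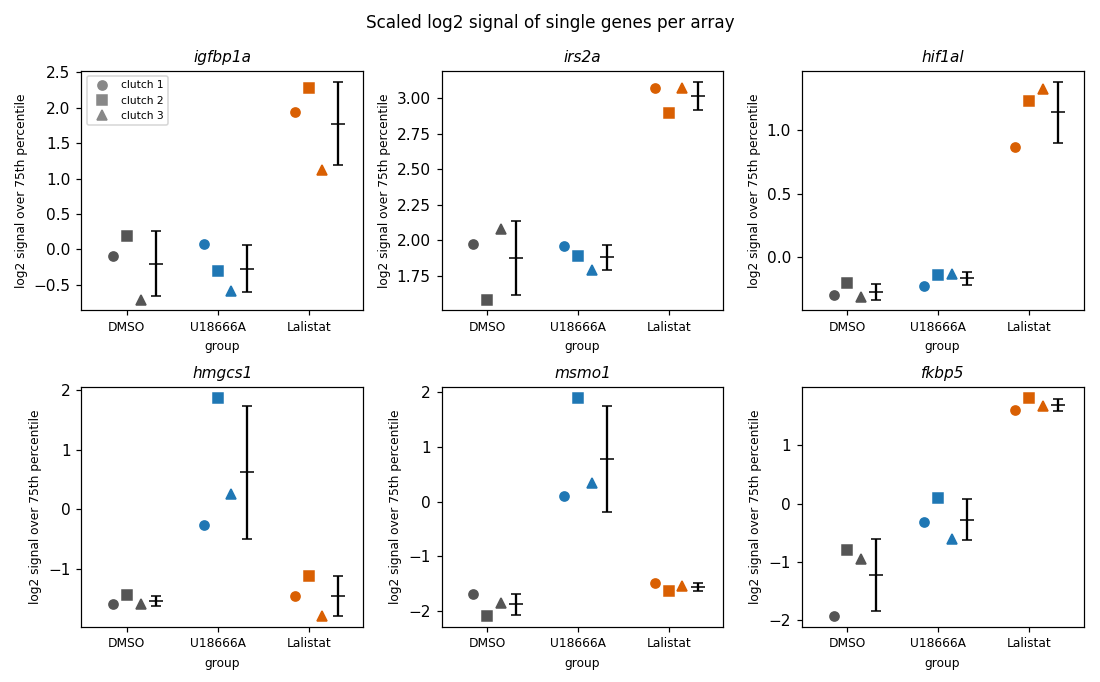
Scaled log2 signal (y axis, relative to the 75th percentile of the array) of 6 genes in the 3 groups (x axis); points are arrays, with a shape per clutch, and bars are the mean and SD of 3 arrays. The Lalistat arrays lie above the DMSO and U18666A arrays for igfbp1a, irs2a, hif1al and fkbp5, and the U18666A arrays lie above the others for hmgcs1 and msmo1.

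For U18666A against DMSO, limma called 0 of 41024 probes (smallest adjusted p 0.423). There were 168 probes at unadjusted p under 0.05 (0.410%), 75 of them changed at least 2-fold, 63 higher and 12 lower. Unchanged probes would on average reach a share of 0.05, so the observed share is lower than without any effect. The fit without a block leaves clutch differences in the spread, so its tests are likely conservative here. The lack of calls therefore does not show that U18666A changed few genes. The block, trend and robust options, arrayWeights, gene-level means and every fit that left out an array also called 0. With the block, 531 probes (1.29%) had unadjusted p under 0.05, still a lower share than unchanged probes would give on average. The counts at unadjusted p also depended on single DMSO arrays. Without DMSO replicate 2 there were 681 probes, 352 of them at least 2-fold changed (340 higher, 12 lower). Without DMSO replicate 1 there were 410 and 154 (138 higher, 16 lower). Without DMSO replicate 3 there were 312 and 136, and the split of the latter was 65 higher and 71 lower. With a U18666A array left out there were 157 to 193 and 66 to 95. The 5 probes with the lowest p did not pass and moved alike in 3 of 3 clutches. Higher were scarb2a (scaffold Zv8_scaffold642, 158427 to 158486; 1.46 ± 0.19, adjusted p 0.423), sc5d (chromosome 21, 26653923 to 26653982; 2.20 ± 0.29, 0.423), cyp51 (chromosome 19, 504541 to 504600; 2.75 ± 0.40, 0.511) and msmo1 (chromosome 1, 20454954 to 20455013; 2.66 ± 0.40, 0.511). The abca1a probe (chromosome 1, 55850409 to 55850468) fell by 1.74 ± 0.23 (0.423).

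The sterol synthesis list (28 genes tested) was higher after U18666A than after DMSO (camera adjusted p 2.36e-105, median 1.36), with 28 of 28 genes higher and its median higher in 3 of 3 clutches, by 0.72 to 2.03. The call held under fry (0.0103), an estimated correlation (0.00326) and every other alternative that changed 1 choice, and fry moved it most. With the clutch as a block it held under fry (0.0453) but not with an estimated correlation (0.0625). Over all genes 0 passed, and adjusted over the list alone 22 passed, with and without the block. Those with the lowest p included msmo1 (2.66 ± 0.40), sc5d (1.32 ± 0.21), cyp51 (1.90 ± 0.31), sqlea (2.01 ± 0.36), insig1 (1.59 ± 0.29), mvda (1.54 ± 0.28) and lss (2.28 ± 0.48). Probes of a gene disagreed for sc5d, where the 3 probes ranged from -0.00 to 2.20, and for mvda (0.29 to 2.19). Scaled hmgcs1 (chromosome 9, brightest probe at 1435494 to 1435553) was -1.54 ± 0.08 (SD, n = 3) in DMSO, 0.62 ± 1.11 in U18666A and -1.46 ± 0.33 in Lalistat, with list-alone p of 0.00362 for U18666A and 0.898 for Lalistat. After Lalistat the sterol list did not differ from DMSO (adjusted p 0.278, median 0.15, 21 of 28 genes higher; its median was higher in 2 of 3 clutches), and 0 of its genes passed over the list alone (1 with the block). By this readout no loss of cholesterol supply was seen after Lalistat. Whether Lalistat lowered both lipids in these larvae therefore stays open. In cultured pancreatic cancer cells, by contrast, the study reported raised HMGCS1 after Lalistat, measured by RT-qPCR.

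After U18666A the HIF list did not differ from DMSO (camera adjusted p 0.201, median 0.07, 37 of 51 genes higher), and 0 genes passed over the list alone. Its median was nevertheless higher in 3 of 3 clutches, by 0.01 to 0.10, and the 3 U18666A arrays (0.06 to 0.09) lay above the 3 DMSO arrays (-0.01 to 0.04). Without DMSO replicate 2 the adjusted p was 0.0274 and without U18666A replicate 1 it was 0.0193, both higher. Under normexp with bright local backgrounds replaced it was 0.0360, also higher. The direction of the test was lower without DMSO replicate 1 (0.845) and without U18666A replicate 2 (0.417).

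**Figure D2:**
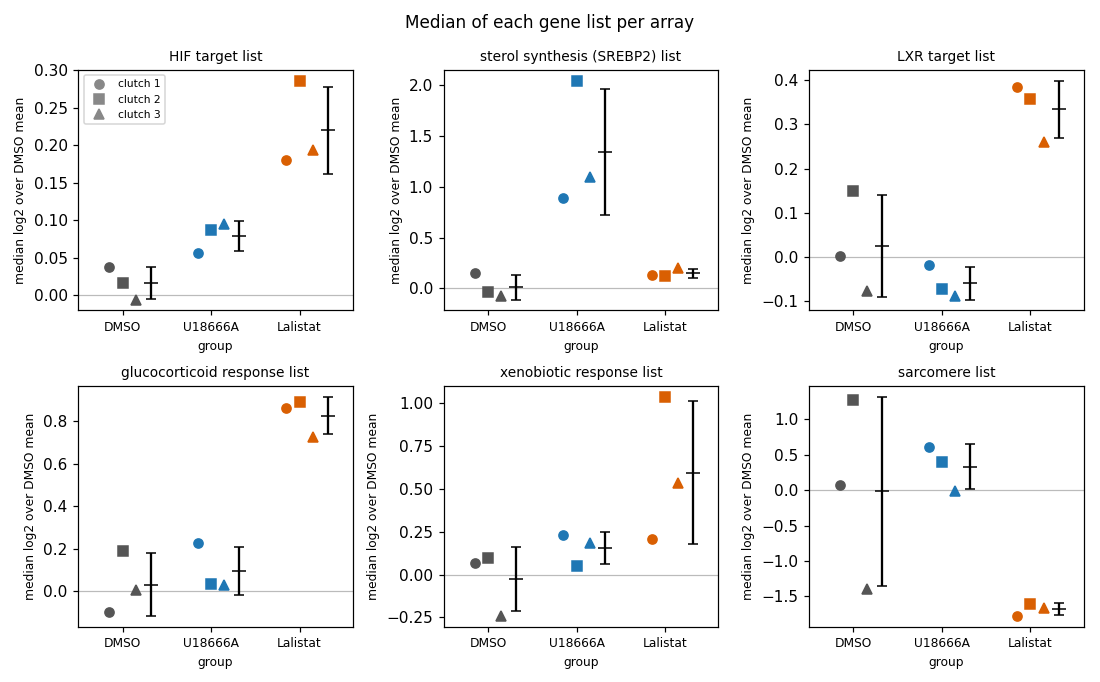
Median over the genes of a list of the scaled log2 signal minus the mean of the 3 DMSO arrays (y axis) for 6 lists in the 3 groups (x axis); points are arrays, with a shape per clutch, and bars are the mean and SD of 3 arrays. For the sterol list the U18666A arrays lie between 0.89 and 2.05 and the Lalistat arrays between 0.12 and 0.20; for the sarcomere list the DMSO arrays spread from -1.40 to 1.27.

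The direct comparison of Lalistat with U18666A tests whether their effects differ. limma called 0 of 41024 probes (smallest adjusted p 0.0792), with 2748 at unadjusted p under 0.05 and 1007 of these at least 2-fold, 293 higher in Lalistat and 714 lower. The block called 71 probes (35 higher, 36 lower), arrayWeights 76, trend and robust options 23 and a fit of only the 6 arrays 290 (35 higher, 255 lower). Gene-level means called 1 gene, cdca7a (-1.90, adjusted p 0.0472), and the series table called 1 probe, also of cdca7a. The share of higher probes was 29.1% and under normexp correction 16.4%. The HIF list was higher in Lalistat (adjusted p 0.000115, median 0.19 against 0.05 for all genes, 37 of 51 genes higher, in 3 of 3 clutches), which held under fry (0.00151) and an estimated correlation (0.0106) and was lost under normexp correction (0.830) and with the block when the correlation was estimated as well (0.0625). Of its genes 7 passed over the list alone and 9 with the block: hif1al (1.31), irs2a (1.14), igfbp1a (2.05), ndrg1b (1.26), ndrg1a (0.96), pfkfb4b (0.82) and igfbp1b (1.18). igfbp1b passed in 1 of the 6 fits that left out an array and pfkfb4b in 2, and neither passed under median scaling (0.0767 for both), normexp correction or with only the 6 arrays. igfbp1b was also lost without a filter on dim probes. Under normexp correction irs2a (0.130), ndrg1b (0.0671) and ndrg1a (0.145) did not pass either. The highest list-alone p in those fits was 0.160 for igfbp1b and 0.161 for pfkfb4b, both without U18666A replicate 1. For ndrg1a it was 0.0696 without U18666A replicate 3. The sterol list was lower in Lalistat (3.34e-27, median -1.08, in 3 of 3 clutches; fry 0.0156, estimated correlation 0.0384), with 20 genes past the threshold over the list alone, all lower, and 22 with the block. With the block the call of the list was lost under fry (0.0655) and an estimated correlation (0.199), and fry with only the 6 arrays gave 0.0562. Its 8 genes with the lowest p fell by 1.04 (sc5d) to 2.43 (lss); the others were msmo1, cyp51, sqlea, mvda, hmgcs1 and ebp. Under normexp correction only msmo1 and hmgcs1 of these 8 passed, and the list-alone p of the other 6 was 0.0696 (cyp51, sqlea and ebp) to 0.585 (sc5d).

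**Figure D3:**
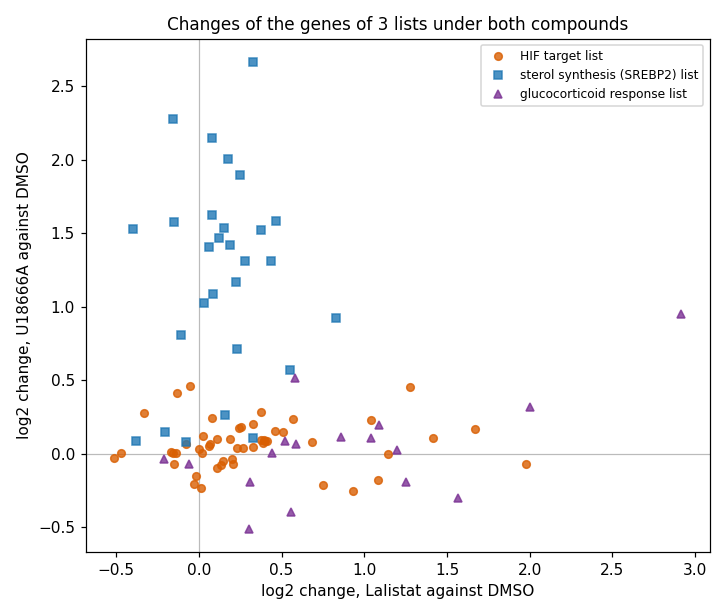
Log2 change of each gene after Lalistat (x axis) and after U18666A (y axis), both against DMSO, for the HIF target list (circles), the sterol synthesis list (squares) and the glucocorticoid response list (triangles). All 28 sterol genes lie above 0 on the y axis, and 39 of 51 HIF genes and 15 of 17 glucocorticoid genes lie to the right of 0 on the x axis.

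Among the other lists, the glucocorticoid response list (17 genes) was higher after Lalistat than after DMSO (adjusted p 1.42e-12, median 0.59, in 3 of 3 clutches; fry 0.000747, estimated correlation 0.00315). It was also higher than after U18666A (2.59e-13, median 0.81, in 3 of 3 clutches; fry 0.000747), and U18666A did not differ from DMSO (0.562, median 0.03, higher in 3 of 3 clutches by 0.02 to 0.08, although 0.0214 and higher without DMSO replicate 2). Against DMSO, 0 genes passed over all genes and 8 of 17 over the list alone after Lalistat (12 with the block): fkbp5 (2.92 ± 0.31), klf9 (2.00 ± 0.22), socs3a (1.57 ± 0.43), hsd11b2 (1.25 ± 0.24), cebpd, hsd20b2 (1.09 ± 0.20), pck1 (1.04 ± 0.24) and sgk1 (0.86 ± 0.22). Of these, socs3a, hsd11b2, cebpd, pck1 and sgk1 fall outside the rule for naming and were chosen after their values were seen. Under normexp correction the list's median was 0.35 against 0.38 for all genes, while the test still called it higher (0.0142).

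The xenobiotic response list (27 genes) was higher after Lalistat (5.19e-08, median 0.52, in 3 of 3 clutches; fry 0.0341, estimated correlation 0.0747), with 9 genes past the threshold over the list alone (12 with the block); fry gave 0.0852 with the block and 0.0947 with only the 6 arrays. It was also higher than after U18666A (8.54e-06, median 0.38, in 3 of 3 clutches, 2 genes, 9 with the block; fry 0.0783, estimated correlation 0.108). After U18666A it was called higher than DMSO by camera (0.00546, median 0.19, in 2 of 3 clutches, 0 genes) but not under fry (0.513) or without DMSO replicate 3 (0.964), DMSO replicate 1 (0.229), U18666A replicate 3 (0.151) or U18666A replicate 2 (0.0562).

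The sarcomere list (52 genes) was lower after Lalistat than after DMSO by camera (1.75e-26, median -1.76, in 3 of 3 clutches, 45 genes lower, 33 past the threshold over the list alone, 31 of them lower). It was also lower than after U18666A (4.25e-30, median -2.14, in 3 of 3 clutches, 38 genes, 36 of them lower). Neither call held under fry (0.0956 and 0.0650) or an estimated correlation (0.0970 and 0.0847). Against U18666A the differences by clutch were -2.31, -2.00 and -1.75 (SD 0.28), and the Lalistat arrays (-1.77 to -1.61) lay below the U18666A arrays (-0.01 to 0.61). With the block 40 genes passed over the list alone against DMSO and 42 against U18666A, while fry gave 0.128 and 0.0877. With only the 6 arrays compared, fry gave 0.212 against DMSO and 0.00372 against U18666A. The DMSO arrays had a SD of 1.34 for the list's median, with 0.07, 1.27 and -1.40 for replicates 1, 2 and 3, and the Lalistat arrays a SD of 0.08. After U18666A the list was called higher than DMSO (0.000977, median 0.35, in 2 of 3 clutches, 0 genes, fry 0.712). Without DMSO replicate 3 it was lower (6.25e-11, median -0.35), and it was not called without DMSO replicate 1 (0.400), U18666A replicate 1 (0.0587) or U18666A replicate 2 (0.228).

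The LXR target list (14 genes) was higher after Lalistat than after DMSO (0.00300, median 0.36, in 3 of 3 clutches; fry 0.0156, estimated correlation 0.0510; 1 gene over the list alone, 2 with the block). That call was lost without DMSO replicate 1 (0.145), without Lalistat replicate 2 (0.0884), under normexp correction (0.785) and under fry with the block (0.0677). After U18666A it was lower by camera (8.54e-06, median -0.03, in 2 of 3 clutches; fry 0.0650, estimated correlation 0.0106), but not without DMSO replicate 2 (0.264). Only abcg1 (-1.13), abca1a (-1.11) and mylipa (-1.03) passed over the list alone, and 7 of 14 genes were lower. abcg1 and mylipa fall outside the rule for naming and were chosen after their values were seen. Lalistat was higher than U18666A (3.19e-07, median 0.48, in 3 of 3 clutches, 5 genes), under fry (0.00151) and an estimated correlation (0.00753) as well. With the block and an estimated correlation, neither U18666A against DMSO (0.0862) nor Lalistat against U18666A (0.0625) passed.

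The fasting and FOXO list (26 genes, 3 of them also in the HIF list) was higher after Lalistat than after DMSO (0.0208, median 0.26, in 3 of 3 clutches, 3 genes over the list alone, 8 with the block). That call was lost with the block (0.103), under fry (0.181), without DMSO replicate 3 (0.724) and without Lalistat replicate 2 (0.232). Lalistat was higher than U18666A (0.00202, median 0.21, in 3 of 3 clutches, 6 genes, 5 of them higher and 1 lower, 11 with the block) but not under fry (0.134) or without Lalistat replicate 2 (0.0573). U18666A did not differ from DMSO (0.0934, median -0.05, mean 0.01, which differ in sign; lower in 1 of 3 clutches, 0 genes), although it was lower without DMSO replicate 3 (0.000302) and without U18666A replicate 1 (0.000533), and the test's direction was higher without DMSO replicate 2 (0.953) or U18666A replicate 3 (0.852). The fatty acid synthesis list (13 genes) did not differ after Lalistat (0.162, median 0.15, higher in 2 of 3 clutches, 3 genes), except without Lalistat replicate 3 (0.0286, higher). It was higher after U18666A by camera (0.00546, median 0.13, in 3 of 3 clutches, 0 genes, 1 with the block), but not under fry (0.123), without DMSO replicate 1 (0.0579) or without DMSO replicate 3 (0.316). Between the compounds it did not differ (0.910, median -0.09, mean 0.02, which differ in sign; lower in 2 of 3 clutches, 3 genes). The lysosome list (41 genes) did not differ after Lalistat (0.0550, median 0.16, higher in 2 of 3 clutches, 0 genes). It was called higher without DMSO replicate 2 (0.000139), Lalistat replicate 1 (0.00227) or Lalistat replicate 3 (0.0171). After U18666A it was higher by camera (7.08e-05, median 0.08; fry 0.191, without DMSO replicate 3 0.465), with scarb2a as the only gene over the list alone (1.46). The median of the list was higher in 1 of 3 clutches (-0.01, -0.03 and 0.30). Between the compounds it did not differ (0.928); its median of 0.09 was higher in Lalistat, in 2 of 3 clutches, while its mean (-0.01) and the test pointed lower, and 1 gene, scarb2a, passed over the list alone (2 with the block).

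Across 41024 probes, the log2 changes after Lalistat and after U18666A, which share the DMSO arrays, had a Pearson correlation of 0.162 and a Spearman correlation of 0.255. Unchanged groups simulated against a shared DMSO group, itself simulated, gave means of 0.498 and 0.461 over 100 simulations. The simulation took probes as independent, with the same spread in all 3 groups and no pairing by clutch. The real effects had unlike SDs across probes (0.43 for Lalistat, 0.20 for U18666A), so these means are only a rough mark. The correlations within a clutch were 0.245, 0.564 and 0.508 (Pearson). Probes are not independent replicates, and no p is given. Without DMSO replicate 3 the values were 0.561 and 0.614, and without DMSO replicate 1 they were 0.414 and 0.540. No unchanged groups were simulated for these fits, and single arrays move the values past the simulated means, so whether the effects resemble each other stays open.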

Values the study reported

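For larvae treated with Lalistat for 24 h, the study reported 24 up-regulated genes, of which 9 were known HIF targets in zebrafish, and the response to hypoxia as the most enriched gene ontology term. Its supplement also listed drug catabolic process and the JAK-STAT cascade for up-regulated genes. For down-regulated genes it listed terms of striated muscle development, myosin filaments and the cytoskeleton. For U18666A it described activation of SREBP targets without activation of HIF targets. The supplement's legends give DMSO at 0.1% for both comparisons, with 3 biological replicates for Lalistat and 2 for U18666A, whereas the sample labels give DMSO at 0.05% and 3 replicates.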

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

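Each result was recomputed with 1 choice changed at a time; of these tests, only normexp with bright local backgrounds replaced was chosen after the result was seen. For the 9 lists in 3 contrasts, 488 of 567 values kept direction and side of the threshold, 45 no longer passed, 17 passed only under the alternative and 17 changed direction. For 43 named probes and genes these counts were 706 of 772, 38, 19 and 9. The sterol list in all 3 contrasts, the glucocorticoid list after Lalistat against DMSO and against U18666A, and the LXR list in Lalistat against U18666A kept their call throughout. The cause of a change was not tested unless one is given below.

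The count of probes for Lalistat against DMSO (0) became 4 under normexp with replaced backgrounds, 2 with the series table, 7 with the filter on all 9 arrays (which tests fewer probes), 22 with the clutch as a block, 2 with trend and robust options and 907 at unadjusted p under 0.05 with 2-fold change. It was 0 to 120 with an array left out. For U18666A against DMSO only the unadjusted threshold gave a count other than 0 (75). For Lalistat against U18666A the count (0) became 1 under normexp with replaced backgrounds, 1 with the series table, 71 with the block, 290 with only the 6 arrays, 23 with trend and robust options, 76 with arrayWeights, 1007 at the unadjusted threshold and 1 at gene level. Under camera with the preset correlation, the block changed only the call of the fasting list after Lalistat (0.103). Fry or an estimated correlation together with the block lost further calls, given in the results above.

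Normexp correction took the HIF list (Lalistat 0.574, against U18666A 0.830) and the LXR list (Lalistat 0.785) across the threshold. It turned the fasting list (Lalistat 0.480, against U18666A 0.830) to the other direction and called it lower after U18666A (0.0137). On Lalistat replicate 2, 9 spots had a local background more than 50 above the spot, and the fitted background mean was -334, against -10.6 to -6.11 on the other arrays; with those backgrounds replaced it was -9.02. Of 20 results that normexp weakened or reversed, 19 kept their call with the replaced backgrounds. The exception was the fasting list (0.0584). The replaced backgrounds also called the HIF list higher (0.0360) and the fasting list lower (0.0360) after U18666A.

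The series table changed the fasting list (Lalistat 0.0727, U18666A 0.0324). Quantile normalization called the lysosome list higher after Lalistat (0.0384) and turned it in Lalistat against U18666A (0.924). Trend and robust options (0.0477) and arrayWeights (0.0490) also called the lysosome list after Lalistat, and arrayWeights called the fasting list lower after U18666A (0.0211). The brightest probe of a gene lost the fatty acid list after U18666A (0.0704) and the fasting list after Lalistat (0.0630).

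Fry uses the correlation between genes seen in the residuals and tests for a change from 0, not against other genes. Under fry these lists were not called: fatty acid (U18666A 0.123), LXR (U18666A 0.0650), lysosome (U18666A 0.191), fasting (Lalistat 0.181, against U18666A 0.134), sarcomere (Lalistat 0.0956, U18666A 0.712, against U18666A 0.0650) and xenobiotic (U18666A 0.513, against U18666A 0.0783). In Lalistat against U18666A, fry turned the fatty acid (0.712) and lysosome (0.959) lists. With the correlation estimated these were lost: fatty acid (U18666A 0.0587), LXR (Lalistat 0.0510), lysosome (U18666A 0.0970), fasting (Lalistat 0.390, against U18666A 0.276), sarcomere (Lalistat 0.0970, U18666A 0.537, against U18666A 0.0847) and xenobiotic (Lalistat 0.0747, U18666A 0.283, against U18666A 0.108).

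With an array left out, adjusted p ranged for Lalistat against DMSO from 6.58e-09 to 0.0127 (HIF), 0.0286 to 0.537 (fatty acid), 1.30e-05 to 0.145 (LXR), 0.000139 to 0.944 (lysosome) and 0.000653 to 0.724 (fasting). For U18666A against DMSO the ranges were 0.0193 to 0.845 (HIF), 0.00890 to 0.316 (fatty acid), 4.45e-06 to 0.264 (LXR), 1.96e-06 to 0.465 (lysosome), 0.000302 to 0.953 (fasting), 0.0214 to 0.707 (glucocorticoid), 3.44e-34 to 0.400 (sarcomere) and 1.99e-05 to 0.964 (xenobiotic). For Lalistat against U18666A they were 0.514 to 0.904 (fatty acid), 0.122 to 0.987 (lysosome) and 0.000110 to 0.0573 (fasting). The direction changed for U18666A in the HIF list without DMSO replicate 1 (0.845) and U18666A replicate 2 (0.417), and in the fasting list without DMSO replicate 2 (0.953) and U18666A replicate 3 (0.852). It also changed in the glucocorticoid list without DMSO replicate 1 (0.435), DMSO replicate 3 (0.707) and U18666A replicate 2 (0.649), and in the sarcomere list without DMSO replicate 3 (6.25e-11). In Lalistat against U18666A it changed for the fatty acid list without Lalistat replicate 3 (0.514) and for the lysosome list without U18666A replicate 2 (0.649), Lalistat replicate 1 (0.346) and Lalistat replicate 3 (0.578).

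The correlation of the effects was 0.0225 to 0.561 (Pearson) and 0.0908 to 0.614 (Spearman) with an array left out, and the Spearman value was 0.105 under normexp and 0.119 with arrayWeights. Among named genes, direction changed only where the change was near 0. For igfbp1a after U18666A it was 0.12 without DMSO replicate 2 and 0.09 without U18666A replicate 3 (range with an array left out -0.32 to 0.12). For irs2a after U18666A it was -8.24e-06 under quantile normalization, -0.0141 under median scaling, -0.10 with arrayWeights, -0.15 without DMSO replicate 2, -0.04 without U18666A replicate 1 and -0.00434 without U18666A replicate 2 (range -0.15 to 0.10). For hmgcs1 after Lalistat it was -0.0848 without Lalistat replicate 2 (range -0.0848 to 0.25).

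Under the filter on all 9 arrays lss was not tested, so 41 of the 43 named results have a value there. The correlation of effects needs all 3 groups and only fold changes, so it was not run with only the 6 arrays or with trend and robust options. The tests fry, the estimated correlation and the brightest probe apply to lists alone. Signal over background limits dim genes: on Lalistat replicate 1, 80.9% of spots were well above background, and npc1 was not tested for this reason.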

Other observations

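The tests of other splits of the samples and of the HIF list without its shared genes were written before the results were seen; the tests of the glucocorticoid list, the array position, the DNA replication genes, the sarcomere list and the probes called without DMSO replicate 3 were chosen only after the result was seen.

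Each comparison of 3 arrays with 3 has 10 splits, of which 4 part the arrays of every clutch; the other 6 keep arrays of a clutch together and so carry clutch differences. Among the 4, the real split of Lalistat and DMSO alone (1 of 4) gave as many probes at unadjusted p under 0.05, and it alone gave as low a camera p for every list except lysosome (2 of 4). Over all 10 splits, 4 gave as many probes. For U18666A and DMSO, 4 of 4 splits (10 of 10) gave as many probes. The number was 1 of 4 for the HIF, sterol, fatty acid, LXR and lysosome lists and 3 of 4 for the fasting, glucocorticoid, sarcomere and xenobiotic lists. For Lalistat and U18666A it was 1 of 4 for the probes and for the HIF, sterol, LXR, glucocorticoid and sarcomere lists, 2 of 4 for the fasting and xenobiotic lists and 4 of 4 for the fatty acid and lysosome lists. The design keeps the share of splits above the threshold whatever the data, so these counts alone cannot exclude chance for any of them. The tests that use the spread between arrays are given with each result.

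The HIF and fasting lists share igfbp1a, igfbp1b and irs2a, so a fasting response might by itself raise the HIF list. Without these 3 genes the other 48 were still higher after Lalistat than after DMSO (camera adjusted p 0.000421, median 0.19; fry 0.00151, estimated correlation 0.0179). Shared genes as the whole cause therefore do not account for the list, while other pathways that act on the remaining genes were not tested.

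Among genes at unadjusted p under 0.05 and at least 2-fold higher after Lalistat, 6 of 198 were in the HIF list, and with the clutch as a block 2 of 9 genes past the adjusted threshold were. The study's share of HIF targets was higher than either value here, and its number of up-regulated genes lay between these numbers. Its threshold is not known here. The study counted known HIF targets of zebrafish, while the counts here use the list written from general knowledge. The shares are therefore not on the same measure.

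The glucocorticoid list was higher after Lalistat. The dimmest array, Lalistat replicate 1, is not the cause, since the adjusted p without it was 1.91e-12. Background correction or scaling as the whole cause is argued against as well, since the highest adjusted p over the 5 settings was 0.0142, although under normexp the list's median did not exceed that of all genes. A stress response of the larvae, or an action of the compound on the receptor, stays open and was not tested. Because the list was called and examined on the same 9 arrays, a glucocorticoid response is a hypothesis.

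The array position on the slide was the same for all arrays of a treatment (1 position per group). If position caused a change, probes close by on the array or with the same signal should change alike. For the 5 lists examined, sets of other probes matched on place or on signal were drawn, 1000 times each. The list's median over probes lay beyond every matched set. It was 1.33 against 0.0946 at most for the sterol list after U18666A. After Lalistat it was 0.57 against 0.22 (glucocorticoid), 0.18 against 0.16 (HIF, a narrow margin), -1.95 against -0.0941 (sarcomere) and -0.54 against -0.0537 (DNA replication). Position acting by place or signal is therefore argued against for these 5, while an effect of position on certain probe sequences was not tested. For other differences between the 3 groups, position and treatment cannot be told apart.

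After 5 DNA replication genes (mcm3, mcm5, rrm2l, tyms and cdk2) were noticed to be lower, the median of a wider family of such genes was looked at, and only then was a list written. The 37 tested genes besides those 5 were lower after Lalistat than after DMSO (adjusted p 1.56e-25, median -0.52, 1 gene higher; fry 0.00505, estimated correlation 0.0148, clutch as a block 1.80e-22). Because the outcome was known beforehand, these values are no independent test of a fall across the DNA replication machinery, which is a hypothesis. A smaller share of muscle RNA is argued against, since it would raise genes outside muscle alike, and the median change was -0.52 against 0.08 for the other genes outside the sarcomere list. Background correction or scaling as the whole cause is argued against too: the highest adjusted p over the 5 settings was 0.00203, under normexp, where 23 of 37 genes were higher, with a median of 0.08 against 0.38 for all genes. After U18666A the same genes had a median of 0.06 (adjusted p 0.0348, fry 0.584). Slower proliferation or delayed growth stays open and was not tested.

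The sarcomere list was lower after Lalistat than after DMSO, but its fry adjusted p was 0.0956 (0.212 with only the 6 arrays), so spread of muscle transcripts between samples of one group and an effect of Lalistat cannot be told apart. Between Lalistat and U18666A that spread as the whole cause is argued against, since fry gave 0.00372 with only the 6 arrays of these groups and the differences by clutch had a SD of 0.28. The 0.0650 of the fit to all arrays carries the spread of the DMSO arrays, and leaving these out was chosen knowing that they spread most. Array position was not tested for this contrast and stays open, as do growth and muscle content. The DMSO arrays alone spanned -1.40 to 1.27 in the list's median. A fall of muscle genes after Lalistat was also reported by the study, as gene ontology terms of its down-regulated genes. Of the 111 falling probes called without DMSO replicate 3, 49 belong to the sarcomere list (44.1%, against 0.344% of tested probes), which is consistent with low muscle transcripts on DMSO replicate 3 holding down the count in the fit of all arrays. The proportion of muscle in pooled larvae was not measured, and no biological explanation of that array was tested.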
